A study of Danio rerio with 16 samples.

How the data were processed

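RNA from pooled zebrafish (Danio rerio) gonads was measured by mRNA sequencing in 16 libraries. Per the labels, the fish came from a line in which the microRNA gene miR-214 had been mutated with CRISPR-Cas9 and that also carried a vasa:eGFP germ-cell reporter transgene. Libraries were made from polyadenylated RNA with a stranded mRNA kit, per the labels' protocols, and all 16 were sequenced together on 1 flow cell as single reads of 84 cycles. No library or sequencing batch is given in the labels.

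The authors deposited 1 table of whole-number counts per Ensembl gene identifier, with 1 column per library. Each count column sums to a different total, so the values were read as raw counts that had not been normalized. The aligner, the counting tool, the genome build and the annotation are stated neither in the labels nor in the file header, and whether counting used the strand of the reads is not stated either. Genes that overlap or that share reads with a near-identical copy are therefore uncertain in all results.

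All 16 count columns were matched to a sample by the title in the labels, and 0 columns were left out. Samples were grouped by the parental label into maternal-cross KO, maternal-cross HET, paternal-cross KO and paternal-cross HET, with 4 libraries in each group. Replicate numbers 1 to 4 were taken from the same titles. They recur in every group, and no label states that equal numbers share a tank, a day or a clutch.

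The table lists 31953 genes, of which 3284 had no count in any library. Low counts were filtered with filterByExpr by group (minimum count 10), which left 21683 genes. Counts were normalized with the trimmed mean of M values (TMM) and genes were tested with edgeR 4.0.16 (R 4.3.3), using a quasi-likelihood model with 1 coefficient per group fitted to all 16 libraries. All groups shared 1 estimate of the spread because they were processed as 1 set. P-values were adjusted by Benjamini-Hochberg over all genes tested, and the threshold was an adjusted p-value of 0.05. The standard error of a log2 fold change is the fold change divided by the square root of the quasi-likelihood F statistic. The 6 comparisons were KO against HET within each cross, the maternal against the paternal cross within each genotype, KO against HET averaged over both crosses, and the interaction, which is the KO effect in the maternal cross minus that in the paternal cross. Principal components were computed from log2 CPM (counts relative to the normalized library total) with a prior count of 2, centred per gene. Library-level measures were compared between groups with an exact two-sided permutation test of 4 against 4 libraries, whose smallest possible p is 0.0286.

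The edgeR procedure was tested on simulated data. Negative binomial counts were drawn for the 21683 real genes with the real library sizes and dispersions, and 200 genes were changed by a known factor. At a 2-fold change, 125 of the 200 genes were recovered in the maternal-cross comparison with 6 false calls, and 120 were recovered in the paternal-cross comparison with 6 false calls. At a 1.5-fold change, 52 and 63 genes were recovered. When the change was placed in the maternal cross only, the interaction test recovered 0 of 200 genes at 1.5-fold, 77 at 2-fold and 161 at 4-fold. Each gene was drawn independently, so the simulated libraries lack variation that moves many genes together within a group. The false-call counts therefore do not show how often the procedure errs where such variation is present.

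Library totals ranged from 19.9 to 30.1 M (mega) counts. The floor of detection was taken as 3 counts, which correspond to between 0.0996 and 0.151 CPM. This floor covers counting error only, since reads without molecular identifiers are not independent molecules. No pair of replicates agreed within sampling noise. The chi-square statistic per degree of freedom, over genes with at least 20 counts in the pair, ranged from 6.46 to 52.6 over the 24 within-group pairs, so every library was counted as a separate replicate.

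The comparisons and most alternatives were fixed before the data were examined. The alternatives were DESeq2 size factors and upper-quartile normalization, a weaker and a stronger filter on low counts, the DESeq2 1.42.0 Wald test, fits of only the groups compared, the replicate number as a block, stricter thresholds, and leaving out each replicate in turn. Thinning the counts to the smallest library, removing the 10 most abundant genes, and a covariate for the main axis of variation within groups were added after seeing the data. The simulation used to judge how much power this covariate costs was changed after its result was known.

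Part of the planned work was not carried out. The counts are listed by Ensembl identifier without symbols, and 0 of the 31953 identifiers matched an entry of the RefSeq gene table used for names (49597 genes, 0 of them with an Ensembl identifier). The planned results for gsdf, the oocyte and testis marker scores, the sex gene list and the oocyte-score covariate were therefore not computed, and gene length and GC content were not checked. Genes named below are the largest rise and the largest fall in each KO against HET comparison. The rule required an adjusted p-value past the threshold, an average log2 CPM of at least 1, and complete separation of the replicates of both groups. The rule as fixed beforehand named the 3 largest rises and the 3 largest falls in each comparison. It was shortened afterwards because the identifiers are not paired with names. Figures were drawn with matplotlib 3.10.9.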

Results

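Gene expression was measured in gonads of zebrafish that lacked miR-214, a microRNA, or carried 1 mutant copy of its gene. The samples came from reciprocal crosses. In the maternal cross a homozygous mutant female was mated to a heterozygous male, and in the paternal cross a heterozygous female was mated to a homozygous mutant male. Homozygous (KO) and heterozygous (HET) offspring of each cross were collected, which gave 4 groups of 4 libraries. Each library was a pool of gonads, with 7 gonads in every maternal-cross HET library, 9 in every paternal-cross HET library, and 8 or 9 in the KO libraries. The sample titles give an age of 31 days post fertilization, whereas another label of the same samples gives 27 days. There were no wild-type samples, so HET siblings served as the reference within each cross. The question addressed was whether loss of miR-214 alters the transcriptome of the differentiating gonad, and whether the effect depends on which parent was homozygous.

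Sequencing depth differed between groups. Library totals averaged 22.4 ± 1.95 M counts (M, mega) in maternal-cross KO, 23.4 ± 0.686 M in maternal-cross HET, 23.8 ± 0.829 M in paternal-cross KO and 29.0 ± 1.79 M in paternal-cross HET (SD, n = 4 each). The paternal-cross HET libraries were deeper than the paternal-cross KO libraries, with no overlap (exact permutation test, two-sided, p = 0.0286, the smallest the design allows; 0.0952 after adjustment over 20 library-level tests). Despite the added depth, the number of genes detected, here genes with any count, was similar. It was 26259.5 ± 162 in paternal-cross HET and 26399.8 ± 150 in paternal-cross KO libraries (SD, n = 4). This difference did not exceed the replicate spread (exact permutation test, p = 0.257). The 10 most abundant genes took between 6.09% and 8.76% of the counts of a library.

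The deposited table names genes by Ensembl identifier and does not pair these with symbols. The mutated gene and gsdf, the gene named in the title of the series, were therefore not analysed here, and the genotype labels were not checked against the expression of the targeted locus.

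Replicates correlated with Pearson's r between 0.971 and 0.990 across the 21683 genes tested (log2 CPM, 24 within-group pairs, genes not being independent), and the common biological coefficient of variation was 0.179. The first principal component held 37.1% of the variance and varied widely inside groups. It spanned -25.6 to 53.7 among maternal-cross HET libraries and -9.55 to 55.2 among maternal-cross KO libraries, whose means differed by less than the replicate spread (exact permutation test, p = 0.371). In the paternal cross the HET libraries lay between -69.6 and -22.8 and the KO libraries between -3.42 and 42.3 (exact permutation test, p = 0.0286; adjusted p = 0.0952). The second component, with 13.2% of the variance, separated the crosses. All 8 maternal-cross libraries scored between -32.3 and -3.01, and all 8 paternal-cross libraries scored between 1.04 and 37.6. This component also separated the paternal-cross KO libraries (24.3 to 37.6) from the paternal-cross HET libraries (1.04 to 10.9; exact permutation test, p = 0.0286; adjusted p = 0.0952). The difference of their means was 26.4, against -54.5 between the maternal and the paternal cross among KO libraries and -17.9 among HET libraries.

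**Figure D1:**
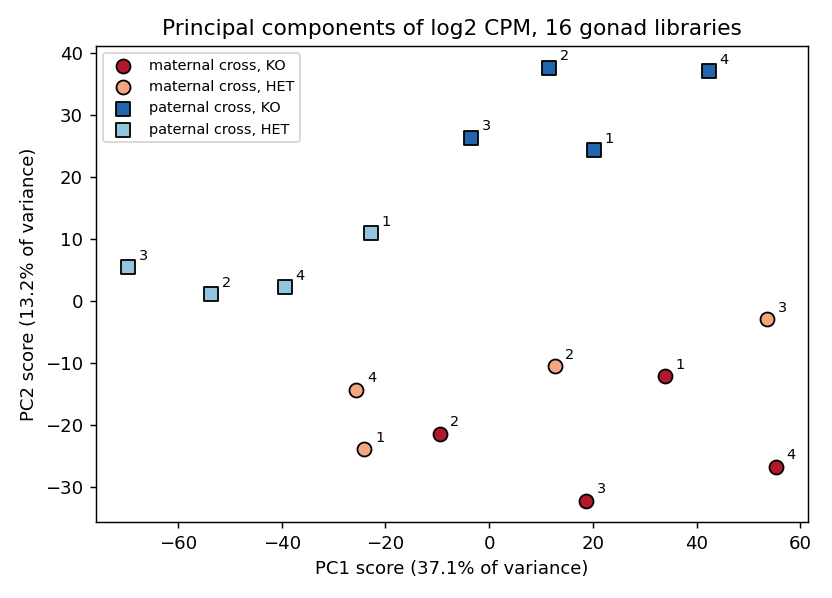
Scores of the 16 libraries on the first (x axis, 37.1% of variance) and second (y axis, 13.2%) principal components of log2 CPM; colour and shape give the group and the number beside each point is the replicate. The first component spreads the replicates of every group, and the second places all paternal-cross libraries above all maternal-cross libraries.

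In the maternal cross, few genes separated KO from HET gonads. The edgeR quasi-likelihood test found 43 of 21683 genes past the threshold of adjusted p, 34 higher and 9 lower in KO. At an unadjusted p under 0.05 there were 1931 genes, against 1084 expected by chance. The DESeq2 Wald test gave 209 genes, and a covariate for the main axis of variation within groups, added after seeing the data, gave 289. Leaving out 1 library at a time gave between 19 and 132 genes. A fit of the 8 maternal-cross libraries alone gave 5 genes. With the replicate number as a block, 21 genes passed, 13 higher and 8 lower. Same-numbered KO and HET libraries did not deviate together in this cross (mean correlation of their deviations from the group means -0.247).

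The largest rise in the maternal-cross comparison was that of ENSDARG00000079296, at 18.0 ± 14.9 CPM in KO against 1.84 ± 0.414 CPM in HET (SD, n = 4). Its log2 fold change was 3.29 (SE 0.39, edgeR adjusted p = 0.00147). Its KO replicates were uneven, with 976 counts in replicate 4 and 222 to 255 in the others. The gene did not differ between KO and HET in the paternal cross (log2 fold change 0.26, SE 0.40, edgeR adjusted p = 0.653), where it stood at 2.04 ± 0.179 and 1.70 ± 0.136 CPM (SD, n = 4). Its interaction was past the threshold (3.03 on the log2 scale, SE 0.55, edgeR adjusted p = 0.0413). In the fit of the 8 maternal-cross libraries alone its adjusted p from edgeR was 0.0829.

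The largest fall in the maternal cross was that of ENSDARG00000019949, which stood at 3.43 ± 3.19 CPM in KO and 18.4 ± 7.97 CPM in HET (SD, n = 4). Its log2 fold change was -2.42 (SE 0.46, edgeR adjusted p = 0.0363). This call was close to the threshold, since upper-quartile normalization gave an edgeR adjusted p of 0.0501 and the replicate block gave 0.0525. The fit of the 8 maternal-cross libraries alone gave an edgeR adjusted p of 0.291 for this gene, and the call was also lost in 4 of the 8 fits that each left out 1 library. The maternal-cross HET group had the highest mean, and the paternal-cross groups were at 3.41 ± 0.702 CPM in KO and 2.46 ± 0.668 CPM in HET (SD, n = 4). Among HET libraries the maternal cross was higher by 2.91 on the log2 scale (SE 0.47, edgeR adjusted p = 0.00512). Its interaction was not past the threshold (-2.89 on the log2 scale, SE 0.65, edgeR adjusted p = 0.0765).

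In the paternal cross, 5034 genes passed the threshold between KO and HET, or 23.2% of those tested. Of these, 3052 were higher and 1982 lower in KO, with a median absolute log2 fold change of 0.65. Changes of at least 1 on the log2 scale were one-sided, with 1223 genes higher and 39 lower. The split of all calls depended on the scaling. Upper-quartile normalization gave 3577 higher and 1101 lower genes, and DESeq2 size factors gave 2955 higher and 2429 lower. Among fits of all 16 libraries, a covariate for the main axis of variation within groups moved the count most. It is each library's score on that axis, and it left 187 genes. This covariate was added after seeing the data. Leaving out 1 library at a time gave between 1126 and 5943 genes.

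The largest rise in the paternal cross was that of ENSDARG00000040528, from 51.6 ± 33.4 CPM in HET to 319 ± 133 CPM in KO (SD, n = 4). Its log2 fold change was 2.63 (SE 0.49, edgeR adjusted p = 0.00625), and it fell to 1.57 with the axis covariate (edgeR adjusted p = 0.030). In the maternal cross it was at 123 ± 47.8 CPM in KO and 108 ± 68.2 CPM in HET (SD, n = 4), which did not differ (edgeR adjusted p = 0.956). The largest fall was that of ENSDARG00000033160, from 6.05 ± 1.70 CPM in HET to 1.05 ± 0.197 CPM in KO (SD, n = 4). Its log2 fold change was -2.52 (SE 0.31, edgeR adjusted p = 0.00258), on counts of 107 to 218 in HET and 22 to 34 in KO libraries. The maternal-cross difference of this gene had the same sign but was not past the threshold (log2 fold change -0.85, SE 0.31, edgeR adjusted p = 0.386), and its interaction was not either (edgeR adjusted p = 0.102). With the axis covariate this gene differed more, at -3.25 in the paternal cross (edgeR adjusted p = 4.9e-07), and its maternal-cross difference of -0.97 was past the threshold (edgeR adjusted p = 0.00974).

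**Figure D2:**
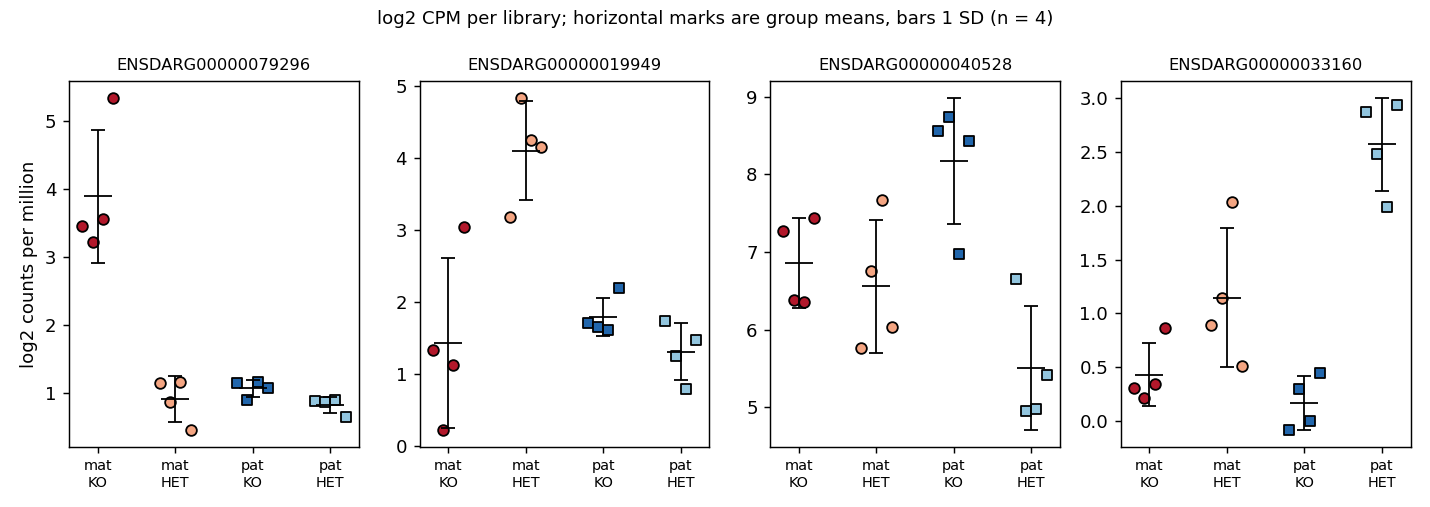
log2 CPM (y axis) of the 4 named genes in each library, by group on the x axis (mat, maternal cross; pat, paternal cross); points are libraries, horizontal marks are group means and bars are 1 SD (n = 4). The first and second genes set 1 maternal-cross group apart from the other groups, and the remaining 2 separate the paternal-cross KO from the paternal-cross HET libraries.

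The difference between 43 and 5034 genes does not by itself show that the KO effect differs between the crosses, and the interaction tests that directly. It was past the threshold for 41 genes, 13 with a more positive and 28 with a more negative KO effect in the maternal cross. At an unadjusted p under 0.05 there were 3978 such genes, against 1084 expected. Of the 41 genes, 35 were also past the threshold in the paternal-cross comparison and 8 in the maternal-cross comparison. Upper-quartile normalization left 19 interaction genes, 8 more positive and 11 more negative. With the replicate number as a block, 13 genes passed. Other settings raised the count, to 70 without a filter on low counts and 256 with the axis covariate. The DESeq2 Wald test gave 637 genes, 162 more positive and 475 more negative.

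Of the 43 maternal-cross genes, 15 were also past the threshold in the paternal cross, 11 of them with the same sign. Of the 5034 paternal-cross genes, 72.0% had the same sign of fold change in the maternal cross. Across all genes tested, the fold changes of the 2 crosses correlated with Pearson's r of 0.206, genes not being independent replicates. When the KO effect was averaged over both crosses, 2653 genes passed the threshold, 1776 higher and 877 lower in KO. Of these, 2153 were also past the threshold in the paternal cross and 36 in the maternal cross. Upper-quartile normalization gave 1956 higher and 578 lower genes for this average. The replicate block left 857 genes, 618 higher and 239 lower.

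The reciprocal design also compares offspring of the same genotype whose homozygous mutant parent was the mother or the father. No clutch or parent pair was in the model, so the tests measure the spread between pools. A difference between the families of the crosses was not separated from the genotype of the parent, here or in the interaction. Among KO libraries, 344 genes passed the threshold, 191 higher and 153 lower in the maternal cross. This balance depended on the scaling, since upper-quartile normalization gave 166 higher and 181 lower genes. Among HET libraries, 851 genes passed, 594 higher and 257 lower in the maternal cross. For the HET comparison the paired fit with the replicate block left 345 genes, and same-numbered libraries had a mean correlation of deviations of -0.156. The genotypes shared 59 of these genes, 55 of them with the same sign. Across all genes the fold changes between crosses in KO and in HET correlated with Pearson's r of 0.259. The HET comparison overlapped with the paternal-cross KO effect, with which it shares the paternal-cross HET libraries: 465 of its 851 genes were past the threshold in both. Of those 465 genes, 461 had the same sign. The KO comparison shared 113 of its 344 genes with the paternal-cross KO effect, 7 of them with the same sign, and these comparisons share the paternal-cross KO libraries. Shared libraries alone push fold changes toward the same sign in the HET comparison and toward opposite signs in the KO comparison. No reference for this was computed, so the overlaps do not show a shared effect.

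**Figure D3:**
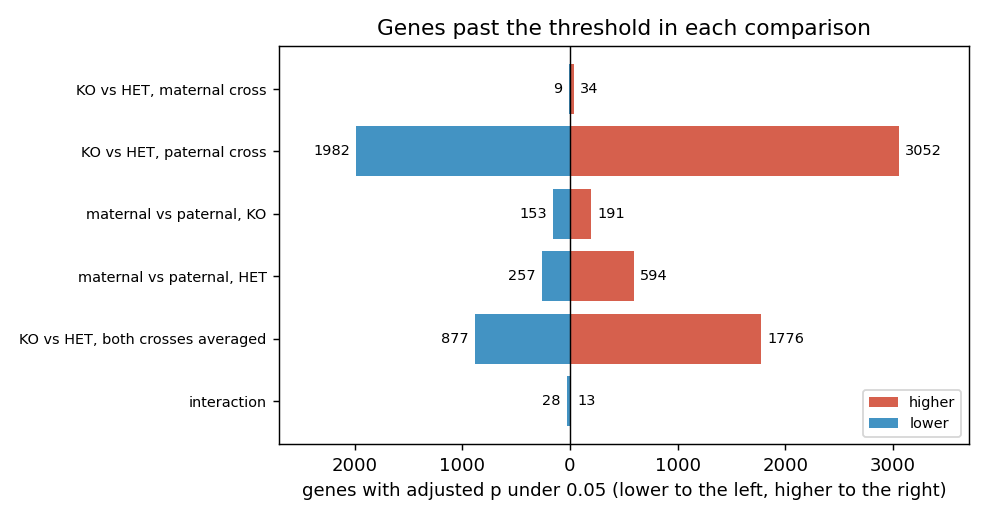
Number of genes with an edgeR adjusted p under 0.05 in each of the 6 comparisons (x axis); bars to the right count genes higher, and bars to the left genes lower, in the group named first, and for the interaction in the maternal-cross KO effect. The paternal-cross KO against HET comparison has 3052 genes higher and 1982 lower, against 34 and 9 in the maternal cross.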

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

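Thinning, removal of the most abundant genes and the axis covariate were chosen after the first gene counts and principal components were seen, though before their own results were.

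The KO effect differed between the crosses for 41 genes by the interaction test. Balanced splits of the libraries, in which the groups being compared mix KO and HET equally, were used as a reference. A set of 19 held the real grouping and the balanced splits that keep same-numbered KO and HET libraries apart. Only the real one, 1 of 19, gave as many genes. A set of 50 held the real grouping and balanced splits drawn without that restriction. In it 1 of 50 (the real one) gave as many, and the highest count from any other split was 1 gene. The real grouping is not itself balanced, so these shares are not permutation p-values. Mixing groups that truly differ inflates the spread in those splits, so they are a lenient reference. Thinning every library to the smallest total gave 38 genes, 17 more positive and 21 more negative against 13 and 28, so unequal depth does not account for the count, though the split moved. Removing the 10 most abundant genes left 41. Another scaling did matter, since upper-quartile normalization left 19 genes. A covariate for the main axis of variation within groups raised the count to 256. It lowered the number of genes at an unadjusted p under 0.05 from 3978 to 2812. The number of genes with a cross-dependent KO effect therefore cannot be separated from the choice of scaling.

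ENSDARG00000079296 showed such a difference itself, with an interaction of 3.03 on the log2 scale. It was also unusual for one library, since its log2 CPM of 5.34 in maternal-cross KO replicate 4 lay far from the other 3 KO libraries (3.22 to 3.55). Without that library the maternal-cross log2 fold change was 2.52 and still past the threshold, so the rise did not rest on that library alone. The interaction of this gene was not tested without it. The other 3 groups stood between 1.30 and 2.17 CPM. A carried haplotype specific to these siblings and reads of a near-identical gene copy were not tested for this gene, so its cross-dependent KO effect cannot be told apart from them.

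The other 5 values stood apart within their group of 4 by Dixon's test. The totals of paternal-cross KO replicate 2 (22.6 M, or mega, counts) and paternal-cross HET replicate 1 (26.4 M counts) were low for their groups, and so was the TMM factor of maternal-cross KO replicate 2 (0.980). The log2 CPM of ENSDARG00000079296 in paternal-cross HET replicate 4 (0.66) was low, on 43 counts against 46 to 49 in the other libraries. The log2 CPM of ENSDARG00000019949 in paternal-cross KO replicate 4 (2.18) was high. In all, 6 of the 40 sets of 4 values tested stood out, where chance gives about 2. The measures are not independent, and no explanation was tested for the excess. The depth of the paternal-cross libraries has little bearing on the paternal-cross KO effect, since thinning to the smallest library gave 4481 genes against 5034.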

How the results depend on the processing

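The number of genes past the threshold depended on the settings below. With only the groups compared in the fit, the maternal-cross KO effect had 5 genes and the cross difference among HET had 190. The DESeq2 Wald test gave 209 genes for the maternal-cross KO effect, 837 for the cross difference among KO, 2055 for that among HET, 4416 for the averaged KO effect and 637 for the interaction. Under it 67.9% of the maternal-cross genes were higher in KO, against 79.1%, 51.5% of the paternal-cross genes, against 60.6%, and 53.1% of those for the average, against 66.9%. The interaction had 19 genes under upper-quartile normalization and 70 without a filter on low counts. Requiring an absolute log2 fold change of at least 1 left 28 genes in the maternal cross, 1262 in the paternal cross, 168 and 348 between crosses among KO and HET, and 191 for the average. An adjusted p under 0.01 left 16, 651, 38, 72 and 79 genes in the same order, and 10 for the interaction.

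With the replicate number as a block, 21 genes passed in the maternal cross, 134 and 345 between crosses among KO and HET, 857 for the average and 13 for the interaction. The paternal cross had 3442. Same-numbered libraries are pools of different fish. The mean correlation of their deviations was 0.0345 between paternal-cross KO and HET and 0.0928 between the KO groups. The numbers show no pairing there, and the lower counts of those comparisons (3442 and 134) are not a sign of weaker effects. The correlation was -0.247 between maternal-cross KO and HET and -0.156 between the HET groups. What lowered the counts in the remaining comparisons was not tested.

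With the within-group axis score as a covariate, added after seeing the data, the counts were 289 in the maternal cross, 187 in the paternal cross, 1719 and 266 between crosses among KO and HET, 156 for the average and 256 for the interaction. All 43 maternal-cross genes were among the 289, and 154 of the 187 paternal-cross genes were among the 5034.

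Leaving out 1 library gave 19 to 132 genes in the maternal cross, 1126 to 5943 in the paternal cross, 114 to 271 between crosses among KO and 148 to 1981 among HET (8 fits each). The average ranged from 545 to 6003 and the interaction from 14 to 152 (16 fits each). Other library-size scalings, the stricter filter, thinning and removal of the most abundant genes kept each of the 6 counts within 1.5 times the value reported, apart from the upper-quartile interaction count above.

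Among named genes, ENSDARG00000079296 and ENSDARG00000019949 changed sign in the paternal cross with the axis covariate (-0.38 and -0.42), and ENSDARG00000040528 in the maternal cross without KO replicate 4 (-0.024) or HET replicate 1 (-0.032). Across the 8 fits that each left out 1 library, the last of these ranged from -0.032 to 0.69. None of those differences was past the threshold in either form; their cause was not tested. In the comparison each gene was chosen in, 8 results fell short of the threshold and 64 kept their call. Of the 8, 7 belonged to ENSDARG00000019949 and 1 to ENSDARG00000079296. In the other comparison, 67 kept it and 1 moved past it. Depth limits genes near the floor of 3 counts, and gene identity, length and GC content were not examined. The planned results for gsdf, the marker scores, the sex gene list and the oocyte-score covariate were not run, because identifiers were not paired with symbols.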

Other observations

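Chosen only after the result was seen were the test of genes separated by cross, the comparison of change sizes, and the later simulations of the power lost to the axis covariates.

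How often other splits of the same libraries gave as many genes differed between comparisons. For the maternal-cross KO effect, 3 of the 35 splits of its 8 libraries, the real one included, gave 43 genes or more. Of the others, 32 gave 0 genes and the highest gave 804. Among the 8 splits that part all same-numbered pairs, 2 gave as many. The number of maternal-cross genes is therefore not distinguishable from a grouping unrelated to genotype. For the paternal-cross KO effect, 1 of 35 splits (the real one) gave 5034 genes, and the highest other split gave 3. For the cross difference among KO it was 1 of 35, with 0 genes in every other split, and among HET 1 of 35, with 161 at most in another. In each of these 3 comparisons the real split was also the only one, 1 of 8, among splits that part same-numbered pairs, a set too small to reach a share of 0.05. The other splits of these 3 comparisons mix groups that differ at many genes, which inflates the spread and favours low counts, so they are a lenient reference. For the KO effect averaged over both crosses, 4 of 50 drawn splits that part same-numbered pairs gave 2653 genes or more, and 1 of 50 drawn without that restriction did. The highest of these gave 9149 genes. The averaged count is not beyond the splits that part the pairs, but that set cannot decide whether other groupings match it. Its draw allowed splits that keep the real paternal-cross labels and regroup only the maternal-cross libraries. Such splits still carry the paternal-cross KO effect. Whether the high-count splits were of that kind was not tested.

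The paternal-cross KO effect may in part reflect an axis along which pools of the same genotype also differ. The first axis of variation left after subtracting group means held 31.8% of that variation. An axis measured in the 8 maternal-cross libraries alone correlated across genes with the paternal-cross KO fold changes (Pearson's r = 0.623, genes not being independent), and 97.4% of the genes past the threshold in a fit of the paternal cross alone had the sign of that axis. Paternal-cross KO libraries scored 0.280 to 1.47 on it and HET libraries -1.48 to -0.228 (exact permutation test, two-sided, p = 0.0286, the smallest 4 against 4 can give). With the axis from all 16 libraries as a covariate, the count fell from 5034 to 187 genes. Whether lost power accounts for that fall depends on the simulation used to judge it, and that simulation was changed after the 187 was known, so all 3 versions are given. With 200 genes changed 2-fold, independently of the axis, recovered genes went from 120 to 89. With 200 genes changed 1.5-fold they went from 63 to 2. With 5000 genes changed 1.5-fold, calls went from 2833 to 2050. For 200 genes changed 4-fold, a larger change than in those 3 versions, recovered genes went from 191 to 176. These simulations disagree on the power lost. In the real data, the median standard error over all genes tested was 0.174 without and 0.172 with the covariate, so the fall in the count went with smaller estimates and not with lower precision of the typical gene. The mean change of the 5034 genes, in the direction of their call, went from 0.75 to 0.39 on the log2 scale, which is 52.6% of its size. In the simulation of 5000 genes changed 1.5-fold, the same measure went from 0.6627 to 0.6626, so 99.98% was kept. The simulated changes were independent of the axis, so the covariate could not shrink them on average. That result was fixed in advance and does not bear on the cause of the smaller estimates. The share of 52.6% lies between the bounds set for either reading, under 50% and at least 75%. It therefore does not settle how much of the change belongs to the axis. The axis measured in the maternal cross only, in a fit of the 8 paternal-cross libraries, left 9 of 5551 genes. That fit recovered 0 of 200 simulated 2-fold changes, so it cannot decide for changes of that size or smaller. At 4-fold it recovered 100 of 200, against 177 without the covariate.

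A candidate explanation for the axis is unequal composition of the pools, such as the share of gonads of each sex or stage, which no label records. The count of 187 leaves that reading open. A KO effect that itself shifts composition predicts the same, and the 2 cannot be told apart with these data. No marker genes were examined because identifiers were not paired with symbols. Depth (4481 genes after thinning), the 10 most abundant genes (5040 without them) and scaling (4678 under the scaling that moved the count most) left the paternal-cross count within 1.5 times of 5034.

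The comparison between crosses changes order once the axis is taken into account. The maternal cross rose from 43 to 289 genes and the paternal cross fell to 187, so the gap between 43 and 5034 genes depended on whether the covariate was in the model. In simulated data the covariate cost more power in the paternal cross. With 200 genes changed 1.5-fold, recovered genes went from 52 to 40 in the maternal cross and from 63 to 2 in the paternal cross. At 2-fold they went from 125 to 120 and from 120 to 89. The order with the covariate is therefore not evidence of a larger KO effect in the maternal cross. With the covariate the crosses shared 37 genes, 16 of them with the same sign. The correlation of edgeR KO fold changes between the crosses fell from 0.206 to 0.0677. The splits were ranked on another measure, differences of mean log2 CPM without the covariate, whose real correlation was 0.267. By that measure, 18 of 35 splits of the maternal-cross libraries gave a correlation as large in size. The correlation of the KO effects between crosses is therefore not distinguishable from that of other splits. In the same way, 17 of 35 splits of the KO libraries gave a correlation between the cross differences in KO and in HET as large as the real one. For edgeR fold changes, the correlation between these cross differences stayed at 0.274 with the covariate against 0.259 without. With the covariate, 103 genes passed in both cross comparisons, 81 of them with the same sign.

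The one-sidedness of large paternal-cross changes held under both other scalings tried but not with the axis covariate. Of genes past the threshold with an absolute log2 fold change of at least 1, 96.9% were higher in KO, with DESeq2 size factors 96.0%, and with upper-quartile normalization, the scaling that moved it most, 98.4%. With the axis covariate, 40 such genes were higher and 30 lower, against 1223 and 39 without it, so the one-sidedness may belong to the axis. Whether it reflects transcripts of a cell population rare in the HET pools was not tested.

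One gene had every maternal-cross library at least 4-fold above every paternal-cross library, whatever the genotype, and 0 genes showed the reverse. No gene separated KO from HET that way. Among 100 splits of the 16 libraries into 8 and 8, 1 (the real one) gave as many. The other splits mix the crosses, so this gene could not separate them, and they are a lenient reference. A single gene is a small basis, and an inherited difference between the parents of the crosses was not separated from an effect of maternal genotype.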
